# Exosomes Derived From Hypertrophic Cardiomyocytes Induce Inflammation in Macrophages *via* miR-155 Mediated MAPK Pathway

**DOI:** 10.3389/fimmu.2020.606045

**Published:** 2021-02-03

**Authors:** Hui Yu, Lei Qin, Yunzhi Peng, Wenhui Bai, Zhanli Wang

**Keywords:** cardiac hypertrophy, exosome, microRNA, macrophage, inflammation

## Abstract

The inflammatory immune microenvironment plays an important role in the development of cardiac hypertrophy. Exosomes have emerged as the potent modulators of inflammatory responses. This study aimed to determine how exosomes derived from angiotensin II (Ang II)-induced hypertrophic cardiomyocytes (HCs) interfere with the inflammatory signal pathways in macrophages. Herein, we showed that increased exosome release was observed in HCs when compared to normal cardiomyocytes (NCs). Incubation of the murine macrophage cell line RAW264.7 in the presence of exosomes isolated from the culture media of HCs triggers the secretion of inflammatory cytokines interleukin (IL)-6 and IL-8. Cytokines release induced by HCs-derived exosomes was prevented by down-regulation of Argonaute2 (AGO2), suggesting that the non-coding RNAs were involved in exosome-induced inflammatory responses in RAW 264.7 macrophages. RNA sequencing assays further demonstrated that a total of seven microRNAs were differentially expressed between NCs-derived and HCs-derived exosomes. Importantly, miR-155 played a crucial role in the initiation of inflammation in macrophages. Further analyses demonstrated that HCs-derived exosomes induced the phosphorylation of extracellular signal-regulated kinase (ERK), c-Jun N-terminal kinase (JNK), and p38 *via* miR-155. Our results support the concept that exosomal microRNAs have emerged as important inflammatory response modulators regulating cardiac hypertrophy.

## Introduction

Cardiac hypertrophy is commonly observed in some patients with cardiac disease such as congestive heart failure, valve disease, and hypertension (1). The dominant response of the heart to almost all forms of hemodynamic overload, myocardial injury, or endocrine disorders will ultimately lead to cardiomyocyte hypertrophy (2). It has been reported that the development of cardiac hypertrophy may be attributed to multiple signaling pathways, such as mTOR, PI3K-Akt, AMPK, and MAPK (3). In general, blocking one or some of the hypertrophic signaling pathways could alleviate the development of cardiac hypertrophy.

Despite the achievements obtained over the past decades, the pathology of cardiac hypertrophy is still poorly understood. Exosomes are 30–120 nm endocytic membrane-derived vesicles that are secreted by a variety of different cell types. It is well known that exosomes play significant roles in multiple biological processes including development, cell differentiation, and stress response (4). The investigation of exosome-mediated intercellular communication by shuttling nucleic acids, proteins, and lipids has become an important topic in studies of health and illness (5). Recently, researchers also confirmed that exosomes might act as vehicles to deliver cargos to reprogram the cardiac microenvironment, which was believed to contribute to the development of several cardiovascular diseases (6).

Most studies have focused on the characterization of exosomes isolated from cardiomyocytes (7). Previous studies have revealed that the generation and release of exosomes from cardiomyocytes are influenced by many factors, including angiotensin II (Ang II), hypoxia, inflammation, or injury (8). Additionally, the composition of exosomes is influenced by the pathophysiological status for exosomes formation, suggesting the potential functional diversity of exosomes (9). Moreover, exosomes from cardiomyocytes regulate the functions of various host cell types. This regulation is known to primarily involve the physiological and pathological roles in the heart (10). However, molecular features and functions of exosomes from hypertrophic cardiomyocytes have been poorly studied.

In the present study, we investigated if the release of exosomes from hypertrophic cardiomyocytes (HCs) can affect the pro-inflammatory signal transduction pathways in macrophages. Our results suggest that exosome-mediated transfer of miRNAs constitute a novel communication mode between cardiomyocytes and macrophages, indicating a potential role in novel treatments of cardiac hypertrophy.

## Materials and Methods

### Primary Culture of Neonatal Rat Cardiomyocytes

The hearts of 1- to 2-day-old neonatal Wistar rats were minced and incubated in a solution with the addition of 1 mg/ml collagenase II and 0.12% trypsin purchased from Sigma Aldrich Co. (St. Louis, MO, USA) at 37°C. Following 10 min incubation, the first supernatant was discarded. The following supernatants were collected from several cycles of digesting with a mixture of collagenase II and trypsin enzyme until the tissue was homogenized. In each cycle, the fetal calf serum (HyClone, Waltham, MA, USA) was added to stop homogenization. The dissociated cells were enriched for cardiomyocytes *via* differential adhesion for 60 min and were plated on a medium supplemented with 0.1 mM 5′-bromo-2′-deoxyuridine (BrdU). All animal studies were carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals and approved by the local ethics committee.

### Angiotensin II-Induced Hypertrophy Model of Cardiomyocytes

After 24 h of serum starvation, the primary neonatal rat cardiomyocytes were treated with or without 1 μmol/L Ang II for 48 h to stimulate hypertrophy. The hypertrophic cardiomyocytes were identified by real-time quantitative PCR (qRT-PCR) assay. Total RNA was extracted from the hypertrophic cardiomyocytes using the TRIzol from Invitrogen (Carlsbad, CA, USA). Complementary DNA (cDNA) was obtained using the PrimeScript RT Master Mix Kit (Takara, Japan). A SYBR Premix Ex Taq II Kit (Takara, Japan) was used to perform the qRT-PCR assay. The following primers (Sangon Biotech, Shanghai, China) were applied: ANP: 5′-CTC CCA GGC CAT ATT GGAG-3′ (sense) and 5′-TCC AGG TGG TCT AGC AGGTT -3′ (anti-sense); BNP: 5′-TGG GAA GTC CTA GCC AGT CTC-3′ (sense) and 5′-TCT GAG CCA TTT CCT CTGAC-3′ (anti-sense); GAPDH: 5′-GGC ACA GTC AAG GCT GAG AATG-3′ (sense) and 5′-ATG GTG GTG AAG ACG CCA GTA-3′ (anti-sense).

### Exosomes Extraction and Validation

Exosomes in the cardiomyocyte culture medium were isolated using total exosome isolation reagent from Invitrogen (Carlsbad, CA, USA). The presence of exosomes was confirmed using H-7650 scanning electron microscopy (SEM; Hitachi, Japan). For SEM assay, exosomes were placed on copper grids, stained with uranyl acetate, and examined. Analysis of exosome sizes was done using the SEM images *via* ImageJ. Besides, western blot was performed to verify the presence of exosomes with primary antibodies as described previously (11). Moreover, acetylcholinesterase (AChE) activity was used to quantify the level of exosomes. AChE assay was performed with the Amplex Red Acetylcholine/Acetylcholinesterase Assay Kit (Thermo Fisher Scientific, CA, USA) according to the manufacturer’s instructions.

### Culture and Treatment of RAW264.7 Cells

The murine macrophage cell line RAW264.7 was purchased from the Cell Bank of the Chinese Academy of Medical Sciences (Beijing, China). The cells were maintained in Dulbecco’s modified Eagle’s medium (DEME) containing 10% fetal bovine serum and supplemented with 100 unit/ml penicillin and 100 μg/ml of streptomycin (Solarbio, Beijing, China) in a humidified incubator at 37°C containing 5% CO_2_. For the treatment of macrophages with cardiomyocyte-derived exosomes, RAW264.7 cells were seeded in 6-well plates at a mean of 3×10^5^ cells/well, and the extracted exosomes were added to the culture medium to a final concentration of 100 μg/ml.

### Cytokine Assays

The cell supernatant was collected and centrifuged at 10,000×g for 15 min at 4°C to remove cell debris. The secretion levels of pro-inflammatory factors including IL-6 and IL-8 were measured in duplicate using ELISA kits following the manufacturer’s instructions (Solarbio, Beijing, China). Absorbance was then measured at 450 nm.

### Cell Transfection

RAW264.7 macrophages were seeded in 6-well plates and transfected using the siPORT NeoX transfection reagent (Ambion, Austin, TX, USA) according to the manufacturer’s instructions. AGO2-specific siRNA and a scrambled negative control were purchased from Ambion (Austin, TX, USA). Additionally, miR-155 mimic, mimic control, miR-155 inhibitor, and inhibitor control were obtained from Ambion (Austin, TX, USA). After 48 h of transfection, cells were harvested for analysis.

### RNA Isolation, Sequencing, and Data Processing

Total exosomal RNA was extracted with TRIzol from Invitrogen (Carlsbad, CA, USA). The Illumina TrueSeq small RNA library prep kit (San Diego CA, USA) was then used to construct a small RNA library from exosomal RNA obtained. Adapters were directly, and specifically, ligated to the 3′ and 5′ end of the RNA. The ligated RNA molecule was reverse transcribed into single-stranded cDNA for PCR amplification. After that, sequencing was then performed on an Illumina HiSeq 2000 sequencer (San Diego, CA, USA).

### Target Gene Prediction and Function Enrichment Analysis

The putative targets of miRNAs were predicted by the softwares TargetScan, miRmap, PITA, PicTar, microT, miRanda, and RNA22. Gene Ontology (GO) annotation was then used to classify the functions of the predicted genes. Further Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis was performed with these predicted genes. Fisher’s exact test was used to determine the significance of the GO terms and pathways, and the false discovery rate (FDR) was calculated to correct the p-value. A corrected p-value below 0.05 was considered statistically significant.

### Validation of miRNAs

Expression ratios of differentially expressed miRNAs obtained by sequencing were further validated by qRT-PCR analysis. Primers for qRT-PCR were purchased from Applied Biosystems. The expression of miRNAs was normalized to the level of U6 small nuclear RNA (snRNA). The experiments were carried out in triplicate. The relative expression would be performed using the 2^−ΔΔCt^ method, with U6 snRNA used as an endogenous reference.

### Western Blot Analysis

For western blotting analysis, the whole-cell lysates were extracted with a protein extraction kit (Beyotime, Shanghai, China). Equal amounts of protein were separated by 10% sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene difluoride (PVDF) membranes. The membranes were blocked with 5% skim milk in a TBS buffer for 1 h and then incubated with primary antibodies overnight at 4°C, including p38, phosphorylated p38, ERK1/2, phosphorylated ERK1/2, JNK, phosphorylated JNK, AGO2, CD63, and CD81 (1:1,000 dilution; Cell Signaling, Danvers, MA, USA). The membrane was washed with TBS buffer and incubated with peroxidase-conjugated anti-mouse or anti-rabbit secondary antibodies (1:500, Proteintech, Chicago, USA) for 1 h. The western blot bands were detected with an enhanced chemiluminescence reagent (Solarbio, Beijing, China) and were measured using ImageJ software. GAPDH or alpha-tubulin served as the internal reference.

### Statistical Analysis

Statistical analysis was performed using SPSS software (version 20.0; IBM, USA). Data comparisons between two groups were performed using the Student’s t-test. The differences were considered significant when the p-value was below 0.05.

## Results

### Angiotensin II Induces Cardiomyocyte Hypertrophy

The cardiomyocyte hypertrophy model was established. Ang II-mediated enlargement of cardiomyocytes as evidenced by increased cell surface area (**Figure 1A**). The expressions of atrial natriuretic peptide (ANP) and B-type natriuretic peptide (BNP) (**Figure 1B**) of the Ang II group were appreciably higher than those of the control group (p<0.05). These results show that the cardiomyocyte hypertrophy model was successfully established.

**Figure 1:**
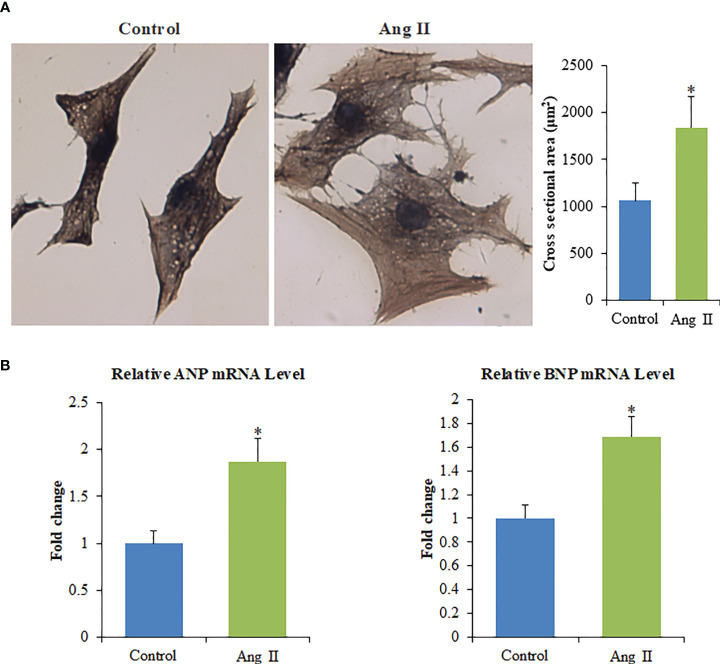
Ang II induces the hypertrophy of primary cardiomyocytes *in vitro*. **(A)** Left panel: The cell surface of cardiomyocytes quantified with ImagePro-Plus 6.0, Scale bar = 100 µm; Right panel: Cross-sectional area of cardiomyocytes. **(B)** The mRNA levels of ANP and BNP. Values are represented as mean ± SD from three independent determinations. *p < 0.05, *vs* control group.

### Identification of Cardiomyocyte-Derived Exosomes

Exosomes were isolated according to the manufacturer’s protocol. Either normal cardiomyocyte-derived exosomes (NC-Exo) or hypertrophic cardiomyocyte-derived exosomes (HC-Exo) were validated. SEM assay implied that exosomes from two groups exhibited a round morphology and uniform distribution in diameter of about 50–100 nm (**Figure 2A**). In contrast to exosomes, apoptotic vesicles and necrotic bodies displayed irregular shapes and heterogeneous size distribution. Western blot analysis showed that the expression levels of the exosomal marker proteins CD63 and CD81 were enriched (**Figure 2B**). These results indicated the successful isolation of exosomes. We further measured AChE activity to determine the effect of Ang II treatment on exosome release. As shown in Support Information **Figure S1**, Ang II treatment significantly increased AChE activity compared to the control group, suggesting that Ang II treatment stimulates exosome secretion from hypertrophic cardiomyocytes.

**Figure 2:**
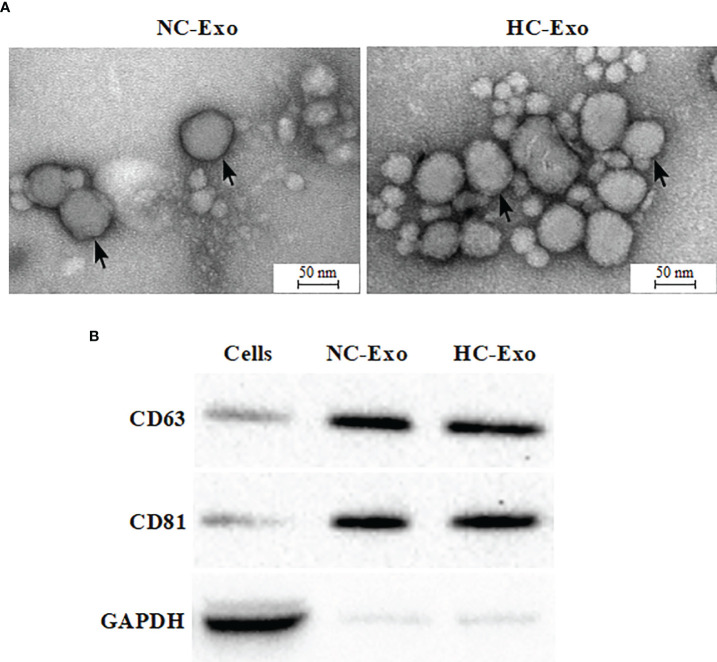
Characterization of exosomes derived from hypertrophic cardiomyocytes. **(A)** Electron micrograph of normal cardiomyocyte-derived exosomes (left) and hypertrophic cardiomyocyte-derived exosomes (right). **(B)** Western blot analysis of exosome biomarkers CD63 and CD 81. Immunoblots are representative of three separate experiments.

### Cardiomyocyte-Derived Exosomes Affect the Production of Cytokines

Compared with the NC-Exo, HC-Exo significantly increased IL-6 and IL-8 production of RAW264.7 cells (**Figure 3A**). To rule out the possibility that the elevation in cytokine levels was due to HC-Exo or the supernatant of hypertrophic cardiomyocytes, the levels of IL-6 and IL-8 in HC-Exo, and the supernatant of hypertrophic cardiomyocytes were determined. The results showed that the contents of IL-6 and IL-8 were not detected. Taken together, these data suggested that HC-Exo mediated the immune-inflammatory responses of macrophages. To determine whether cytokines release induced by HC-Exo was influenced by AGO2, the active siRNA was used to knockdown AGO2 expression (**Figure 3B**). Compared with the scrambled negative control group, the significantly decreased production of IL-6 and IL-8 was observed in the siRNA group (**Figure 3C**), indicating that exosome-mediated transfer of the non-coding RNAs might involve in the cytokines secretion by RAW264.7 cells.

**Figure 3:**
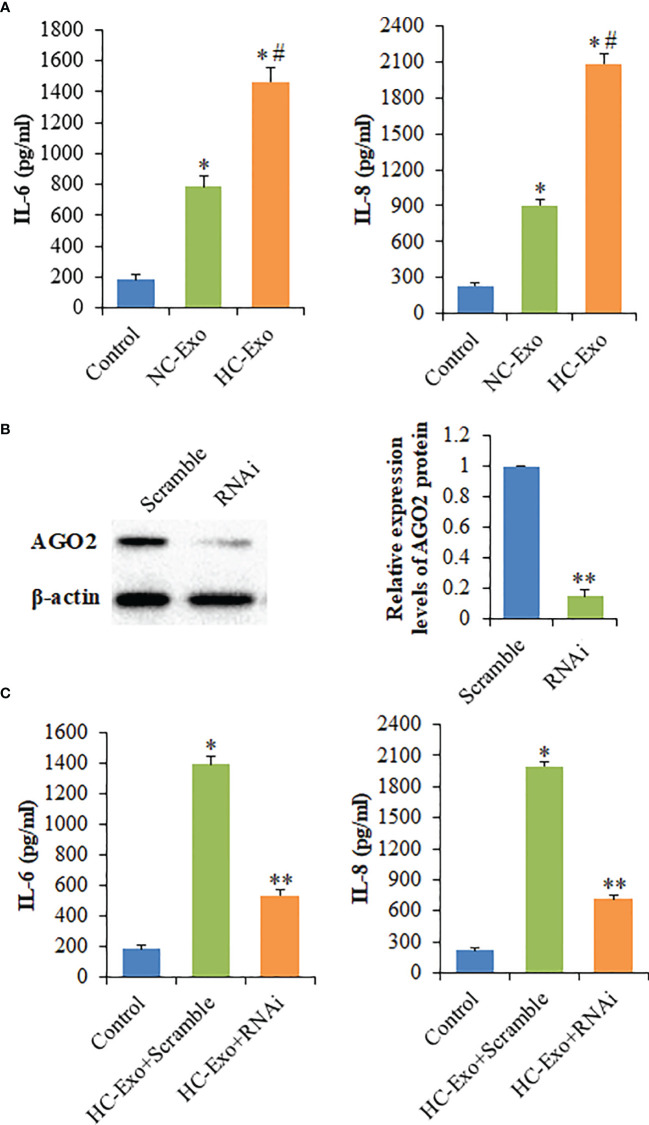
The effects of cardiomyocyte-derived exosomes on the production of cytokines. **(A)** The levels of IL-6 and IL-8 secreted by macrophages following the treatment with cardiomyocyte-derived exosomes. **(B)** Left panel: Western blot analysis of AGO2 protein following the treatment with AGO2 siRNA; Right panel: Densitometry analysis of AGO2 protein levels. **(C)** The levels of IL-6 and IL-8 secreted by exosome-treated macrophages following the treatment with AGO2 siRNA. Values are represented as mean ± SD from three independent determinations. *p < 0.05, *vs* control group. ^#^p < 0.05, *vs* NC-Exo group. **p < 0.05, *vs* Scramble group.

### The miRNAs Were Differentially Expressed in Hypertrophic Cardiomyocyte Exosomes

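Small RNA libraries were made from exosomes that primary cardiomyocytes of neonatal rats released into the culture medium. After 24 h of serum starvation, the cells were cultured for 48 h without angiotensin II (Ang II), giving NC-Exo, or with 1 μmol/L Ang II, giving HC-Exo. There was 1 library for each condition, so no difference between NC-Exo and HC-Exo in the sequencing has a replicate check. The authors counted the reads on each mature miRNA and deposited these counts without normalization. The paper's statistics section gives Student's t-test for comparisons between groups and a limit of 0.05 on the p-value. The paper's text does not name the mapping tool, the reference sequences, the normalization or a test for the sequencing in particular. The table lists 635 miRNAs with at least 1 read in either library, 449 of them with reads in both. All 635 names carry the mouse prefix, although the cells came from rats. Some names carry identical counts, and miR-199a-3p and miR-199b-3p are both listed with 174 reads in NC-Exo and 301 reads in HC-Exo.
Summed over all names, the counts gave totals of 102608 reads in NC-Exo and 133155 in HC-Exo. With these totals, 1 read stands for 9.75 reads per 1000000 miRNA reads (RPM) in NC-Exo and 7.51 in HC-Exo. A read counted under more than 1 name would enter these totals more than once. Names with identical counts were kept and tested as separate miRNAs. The most abundant miRNA was miR-1a-3p, with 16.2% of the reads in NC-Exo (95% Clopper-Pearson interval 16.0 to 16.4%) and 17.5% in HC-Exo (17.3 to 17.7%). It was followed in both libraries by miR-126a-5p, with 8.65% of the reads in NC-Exo and 6.15% in HC-Exo, and by let-7c-5p, with 6.19% and 5.74%. The next 2 miRNAs in both libraries were let-7b-5p, with 4.89% in NC-Exo and 4.58% in HC-Exo, and miR-24-3p, with 4.35% and 5.01%. Counts were divided by the total of their library to give RPM. For each miRNA with at least 10 reads over both libraries, the reads of HC-Exo were compared with those of NC-Exo by a two-sided exact binomial test, and the p-values were adjusted by the Benjamini-Hochberg method. A miRNA was called when its adjusted p-value was under 0.05 and its log2 ratio of HC-Exo over NC-Exo was at least 1 in size. The test compares these 2 libraries, not the conditions. A library with 3 reads or fewer was set at 3 reads, which is 29.2 RPM in NC-Exo and 22.5 in HC-Exo, and the ratio is then given as a limit. The intervals and this floor cover counting error only, because reads amplified by PCR are not independent molecules.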

The miRNA expression profiles in cardiomyocyte-derived exosomes were determined by high throughput miRNA sequencing, and 635 differentially expressed miRNAs were found. However, compared to NC-Exo, a total of seven differentially expressed miRNAs were identified in HC-Exo. Among these, four miRNAs were upregulated while three were downregulated in HC-Exo compared with NC-Exo (p<0.05). **Table 1** demonstrated seven differentially expressed miRNAs in each group. 

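Of the 635 miRNAs, 340 had at least 10 reads over both libraries and were tested. The exact binomial test called 16 of them, 9 higher and 7 lower in HC-Exo, and all 7 miRNAs of Table 1 were among the 16. The called miRNAs were of low abundance, with between 12 and 117 reads over both libraries. Without the limit on the log2 ratio, 76 miRNAs had an adjusted p-value under 0.05, 47 higher and 29 lower in HC-Exo. Of the 135 miRNAs with at least 100 reads over both libraries, 51.1% had an unadjusted p-value under 0.05, but only 1, miR-494-3p, had a log2 ratio of at least 1 in size. With an assumed biological coefficient of variation of 0.1, edgeR's exact test called 0 miRNAs, and 28 had an unadjusted p-value under 0.05 with a log2 ratio of at least 1 in size. In the authors' deposited table of this comparison, 7 miRNAs are marked as significant, and 46 have a p-value under 0.05 with a log2 fold change of at least 1 in size. With a q-value under 0.05 and the same log2 limit, 29 pass there.

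**Figure D1:**
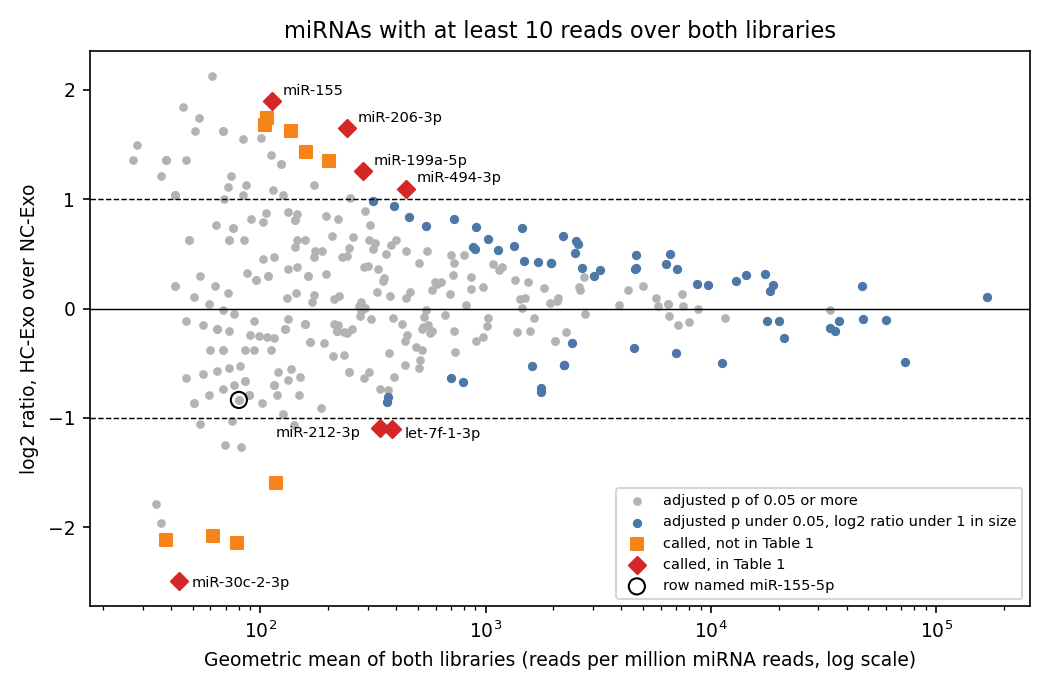
Each point is 1 of the 340 tested miRNAs, with the geometric mean of both libraries in RPM on a log scale on the x axis and the log2 ratio of HC-Exo over NC-Exo on the y axis (1 library per condition). Diamonds are the 7 miRNAs of Table 1, squares the 9 other called miRNAs, dashed lines mark log2 ratios of 1 and -1, and the open circle marks the row named miR-155-5p, whose log2 ratio is -0.84.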

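Of the upregulated miRNAs, miR-155 had 6 reads in NC-Exo and 29 reads in HC-Exo, a log2 ratio of 1.90 (95% interval from the exact binomial share 0.60 to 3.46, adjusted p = 0.0121 from the exact binomial test). The table also lists a row named miR-155-5p, with 11 reads in NC-Exo and 8 in HC-Exo, a log2 ratio of -0.84 (-2.35 to 0.61, adjusted p = 0.456 from the exact binomial test), and the row named miR-155 is the only one out of alphabetical order. For miR-206-3p, 14 and 57 reads were counted, a log2 ratio of 1.65 (0.79 to 2.61, exact binomial test, adjusted p = 0.000451). The count of miR-199a-5p rose from 19 to 59 reads, a log2 ratio of 1.26 (0.49 to 2.09, exact binomial test, adjusted p = 0.00466), and miR-199b-5p was also called. That of miR-494-3p rose from 31 to 86 reads, a log2 ratio of 1.10 (0.49 to 1.74, exact binomial test, adjusted p = 0.00188). This miRNA was not called under 3 of the 6 other scalings, its log2 ratio falling to 0.97 with upper-quartile scaling.
Of the downregulated miRNAs, let-7f-1-3p had 58 reads in NC-Exo and 35 in HC-Exo, a log2 ratio of -1.10 (-1.75 to -0.48, exact binomial test, adjusted p = 0.00316). The count of miR-212-3p was 51 in NC-Exo and 31 in HC-Exo, a log2 ratio of -1.09 (-1.79 to -0.42, exact binomial test, adjusted p = 0.00603). With 13 reads in NC-Exo and 2 in HC-Exo, miR-30c-2-3p was at least 5.62-fold lower in HC-Exo by the floor of 3 reads, but counting error in both libraries allowed log2 ratios from -6.27 to -0.93 (exact binomial test, adjusted p = 0.00698). Adjusted over the list alone, all 7 kept an adjusted p-value under 0.05, but the study chose this list on the same libraries, so that count is not independent evidence.
Other arms and neighbours of these miRNAs in the rat gene list GRCr8 were compared with them. The miRNAs of Table 1 were picked for their large change in the same libraries, which by itself widens such differences, and for miR-212-3p counting error alone stays open. The neighbour of miR-212-3p, miR-132-3p, had 45 reads in NC-Exo and 78 in HC-Exo, and their log2 ratios differed by -1.51 (Fisher's exact test, adjusted p = 0.00242 over 20 comparisons, 1 of them with let-7f-2-3p, which is no neighbour of let-7f-1-3p). The neighbour of miR-199a-5p, miR-214-3p, had 1368 and 1260 reads, with a difference of 1.75 (Fisher's exact test, adjusted p = 2.83e-05), whereas the other arm miR-199a-3p was higher in HC-Exo like miR-199a-5p, and their difference of 0.84 was not past the threshold (Fisher's exact test, adjusted p = 0.0501). The other arm of let-7f-1-3p, let-7f-5p, had 1218 and 1487 reads and a log2 ratio of -0.09.

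**Figure D2:**
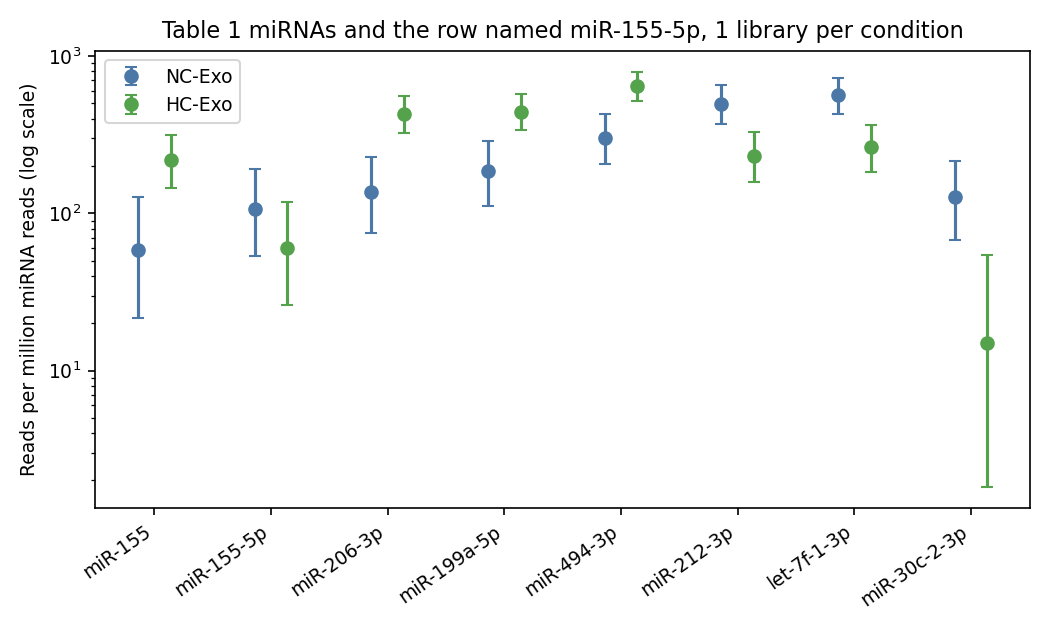
Points are the RPM (log scale) of the 7 miRNAs of Table 1 and of the row named miR-155-5p in NC-Exo and HC-Exo, with 1 library per condition, and bars are 95% Clopper-Pearson intervals of the counts. For miR-155 the intervals of NC-Exo (21.5 to 127) and HC-Exo (146 to 313) do not overlap, while those of miR-155-5p do (53.5 to 192 and 25.9 to 118).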

We used qRT-PCR to characterize relative expression levels of miR-155 and miR-212-3p to validate the data obtained through miRNA sequencing. The results obtained through qRT-PCR and miRNA sequencing were essentially identical (**Figure 4**).

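In the sequencing data, miR-155 had 58.5 RPM in NC-Exo and 218 in HC-Exo, a ratio of 3.72 (95% interval from the exact binomial share 1.52 to 11.0). The sum of the rows named miR-155 and miR-155-5p, a setting chosen after the data were examined, was 17 reads in NC-Exo and 37 in HC-Exo, a ratio of 1.68 that was not past the threshold (exact binomial test, adjusted p = 0.209). For miR-212-3p, 497 RPM in NC-Exo and 233 in HC-Exo gave a ratio of 0.468 (0.290 to 0.746). The qRT-PCR measurements are not analysed here.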

**Table 1:** The differentially expressed microRNAs (miRNAs) in exosomes derived from normal and hypertrophic cardiomyocytes.

miRNA ID	Count_Control	Count_AngII	Fold change	Up/down	P-value
miR-155	6.146	28.313	1.896987329	Up	0.000707545
miR-206-3p	14.34	55.649	1.649553117	Up	0.000016341
miR-199a-5p	19.461	57.602	1.258775438	Up	0.000342907
miR-494-3p	31.753	83.962	1.096086007	Up	0.000107917
miR-212-3p	52.238	30.265	−1.094206933	Down	0.000694148
let-7f-1-3p	59.408	34.171	−1.104642374	Down	0.000267227
miR-30c-2-3p	13.316	1.953	−3.076154543	Down	0.000639087

**Figure 4:**
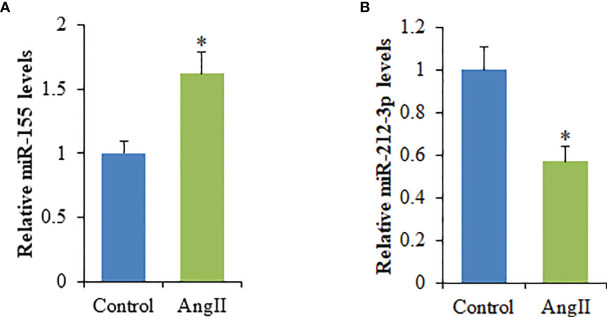
qRT-PCR validation of the dysregulated expression of selected miRNAs in cardiomyocyte-derived exosomes. **(A)** miR-155. **(B)** miR-212-3p. Values are represented as mean ± SD from three independent determinations. *p < 0.05, vs control group.

### Functional Annotation and Enrichment Analysis of Differentially Expressed miRNAs

To elucidate the potential role of miRNAs in hypertrophic cardiomyocytes, the prediction of miRNA targets was performed and 11,637 genes were obtained. To reduce the false positives rate of target gene prediction, only the predicted targets within the three databases described above were further analyzed. Finally, 5,477 predicted target genes were selected for further investigation. As shown in support information **Figure S2**, the differentially expressed miRNAs were significantly enriched in various biological process, including the categories of immune system process (GO: 0002376), cell morphogenesis (GO: 0000902), regulation of protein phosphorylation (GO: 0001932), positive regulation of protein phosphorylation (GO: 0001934), and immune system development (GO: 0002520), respectively. Target genes were mapped to KEGG pathways, and 136 pathways in “hypertrophic *vs*. normal” cardiomyocytes exosomes were enriched. The top 20 KEGG pathways significantly enriched in hypertrophic cardiomyocytes exosomes were shown in **Figure 5**, including the MAPK signaling pathway and PI3K-Akt signaling pathway.

**Figure 5:**
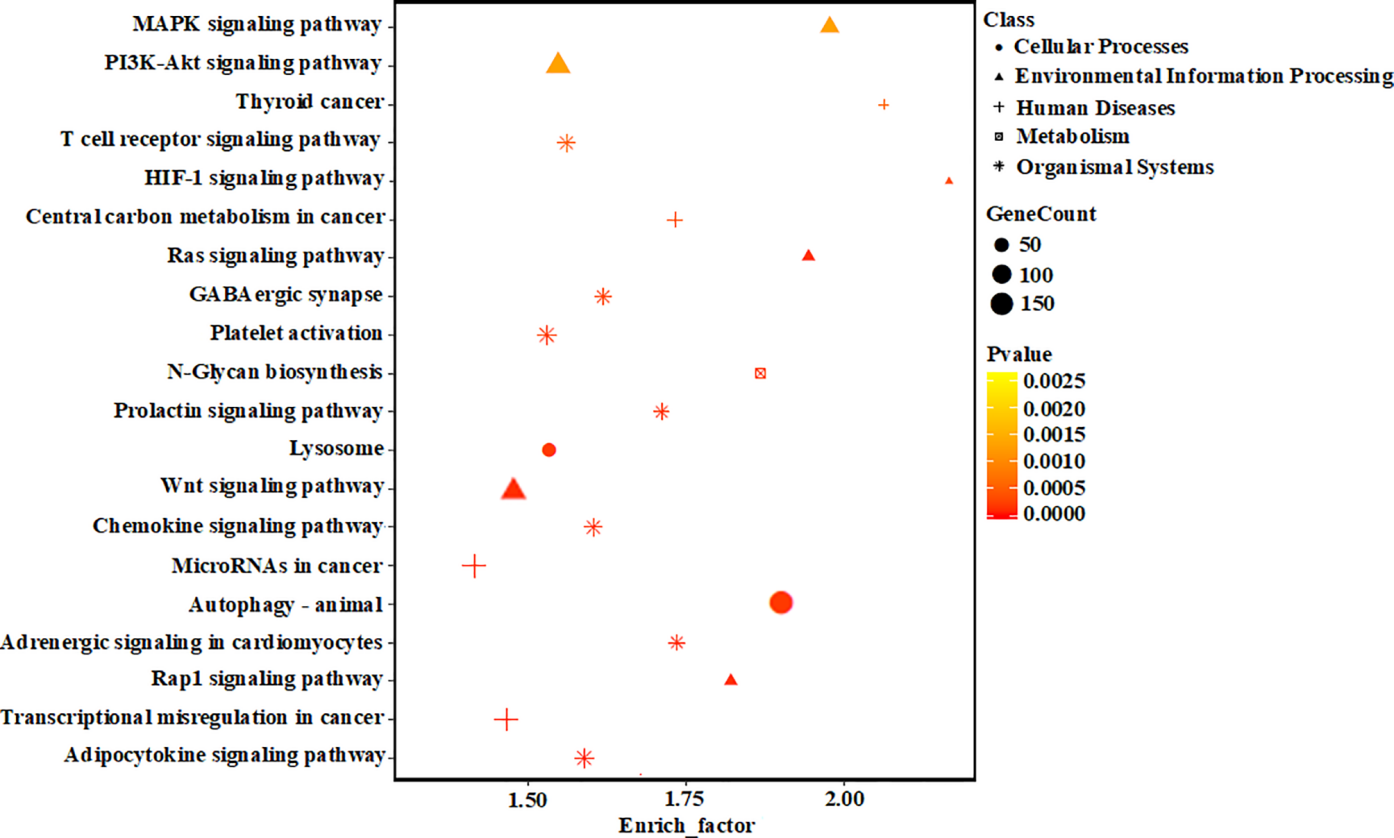
KEGG pathway analyses of the target genes of the differentially expressed miRNAs. The vertical axis represents the pathway name. The horizontal axis represents the enrich factor: enrich factor = (dysregulated gene number in a pathway/total dysregulated gene number)/(gene number in a pathway in the database/total gene number in the database). The top 20 pathway terms were selected according to the enrich factor value. Different colors from yellow to red represent p-value, and the size of the dot represents the gene count number in a pathway.

### MiR-155 Is Transferred by Exosomes and Regulates Macrophage Activation

Among seven significantly differentially expressed miRNAs, miR-155 had the highest expression level in HC-Exo. Also, miR-155 has been identified as the inflammation-associated miRNA (12). Therefore, miR-155 was selected for further investigation. 

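Among the miRNAs of Table 1, miR-155 ranked 6 of 7 by its reads in HC-Exo and 1 of 7 by its log2 ratio. The 29 reads of miR-155 were 0.0218% of the reads in HC-Exo (95% Clopper-Pearson interval 0.0146 to 0.0313%), and it was the miRNA of rank 187 in that library. The highest level among the 7 was that of miR-494-3p, with 646 RPM in HC-Exo (517 to 798) and rank 108. With a pseudocount of 5 reads in both libraries, miR-155 had rank 2 by log2 ratio. The reads counted under the name miR-155-5p were not part of these values. From its level in HC-Exo and its known association with inflammation, the paper reasons that miR-155 was the miRNA to study further.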

Exosomes were isolated from cardiomyocytes transfected with miR-155 mimic or mimic control. The results showed that miR-155 transfection drastically increased the miR-155 level of exosomes (**Figure 6A**). Additionally, the expression level of miR-155 in macrophages was strongly increased after co-cultured with exosomes derived from cardiomyocytes overexpressing miR-155, confirming the exosome-mediated miR-155 transfection (**Figure 6B**). To better understand the function of miR-155 in the regulation of cytokine production, we determined IL-6 and IL-8 levels of macrophages after the transfection of miR-155 mimic into RAW264.7 cells. We observed that the overexpression of miR-155 in macrophages promotes the production of IL-6 and IL-8, indicating the crucial role of miR-155 in the initiation of inflammation in macrophages (**Figure 6C**).

**Figure 6:**
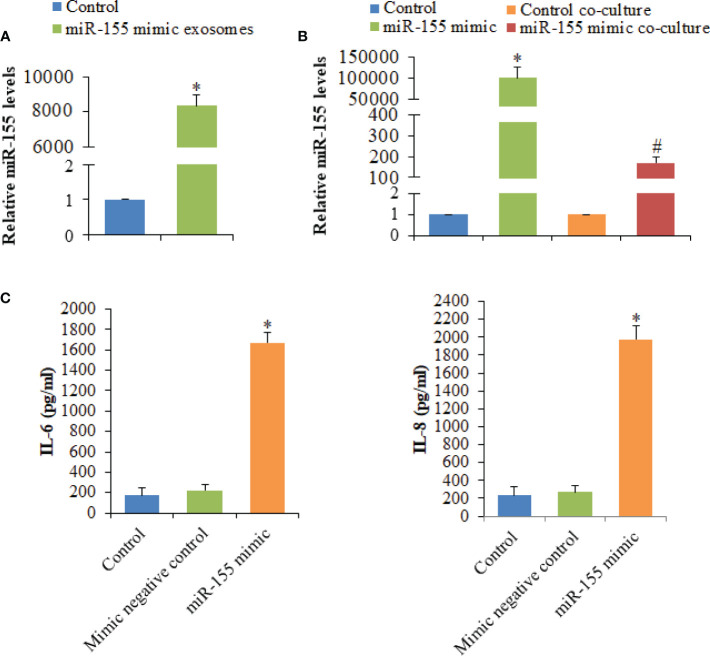
Analysis of the expression levels of miR-155 and its effect on the production of cytokines secreted by macrophages. **(A)** The expression levels of miR-155 in exosomes derived from cardiomyocytes transfected with miR-155 mimic or mimic control. **(B)** The expression levels of miR-155 in macrophages transfected with miR-155 mimic or mimic control and macrophages co-cultured with exosomes derived from cardiomyocytes transfected with miR-155 mimic or mimic control. **(C)** The effects of miR-155 on the production of cytokines. Values are represented as mean ± SD from three independent determinations. *p < 0.05, *vs* control group. ^#^p < 0.05, *vs* control co-culture group.

### Exosomes Interfere with the MAPK Signaling Pathway *via* miR-155

To investigate the participation of the MAPK signaling pathway, RAW264.7 macrophages were treated with exosomes. The phosphorylation of c-Jun N-terminal kinase (JNK), extracellular signal-regulated kinase (ERK), and p38 proteins was determined. The phosphorylation of p38, ERK1/2, and JNK was significantly elevated following the treatment with HC-Exo (**Figure 7**). We found that inhibition of miR-155 expression could sufficiently attenuate the phosphorylation of p38, JNK, and ERK in response to exosomes stimulation (**Figure 7**). Moreover, we further observed that miR-155 inhibitor significantly inhibited the production of IL-6 and IL-8 in macrophages (**Figure 8**). These results suggest that exosomes are involved in regulating the MAPK signaling pathway *via* miR-155.

**Figure 7:**
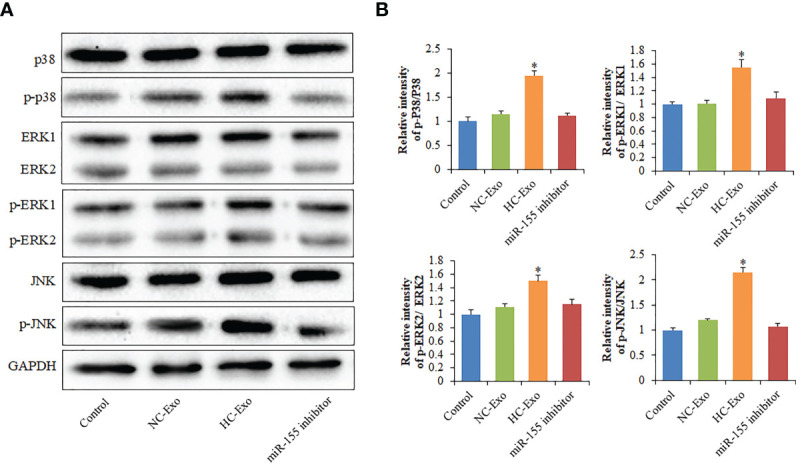
The effects of miR-155 on the MAPK signaling pathway. **(A)** Western blot protein band diagram. **(B)** Densitometry analysis of p38, ERK1/2, and JNK levels, respectively. Values are represented as mean ± SD from three independent determinations. *p < 0.05, *vs* control group.

**Figure 8:**
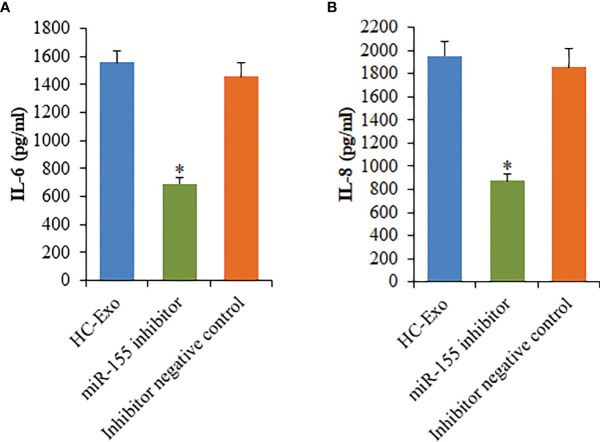
Effects of miR-155 inhibitor on the production of cytokines mediated by cardiomyocyte-derived exosomes. **(A)** IL-6. **(B)** IL-8. Values are represented as mean ± SD from three independent determinations. *p < 0.05, vs HC-Exo group.

## Discussion

Exosomes are emerging as novel cell-cell communication mediators and play an important role in the regulation of the inflammatory immune microenvironment, which has a profound effect on the development of cardiac hypertrophy (13). The generation and release of exosomes derived from cardiomyocytes have been widely reported (14). Previous studies demonstrated that exosomes from cardiomyocytes play pivotal roles in intercellular communication through the transfer of information between different cell types, including cardiomyocytes, fibroblasts, epicardial cells, bone marrow-derived mesenchymal stem cells, and monocytes (13, 15). Extensive evidence has also documented that activated macrophages secrete mir-155-enriched exosomes, which act as a paracrine regulator for fibroblast inflammation in the injured heart (16). However, little information is available on the crosstalk between cardiomyocytes and macrophages through the exosomes derived from cardiomyocytes. Also, the underlying mechanisms of cardiomyocyte-macrophage communication in the pro-inflammatory cardiac microenvironment that are regulated by exosomes remain unclear.

In this study, we investigated potential crosstalk between cardiomyocytes and macrophages through the cardiomyocyte-derived exosomes. Notably, Ang II-induced hypertrophic cardiomyocytes increase the secretion of exosomes. This is consistent with the findings of the previous study (17). Exosomes are small membrane-bound vesicles secreted by most cell types and could mediate intercellular signaling by shuttling biological macromolecules such as nucleic acids, proteins, and lipids (18). In this report, we found that exosomes isolated from the culture media of HCs trigger the secretion of inflammatory cytokines. We further found that the release of inflammatory cytokines induced by HCs-derived exosomes was prevented by the down-regulation of AGO2. These results indicated that cardiomyocyte-derived exosomes packaged the non-coding RNA-based messages into macrophages and were involved in inflammatory processes in the recipient cells by regulating gene expression.

Many studies demonstrated that exosomes derived from cardiomyocytes were enriched in certain miRNA contents (19). Our analysis revealed 635 differentially expressed miRNAs in exosomes released from hypertrophic cardiomyocytes compared with those in normal cells, and seven miRNAs were identified as significant expression. The present results also illustrated that miR-155 was highly expressed in HCs-derived exosomes. Also, miR-155 can promote the production of cytokines. Extensive evidence has documented that miR-155 is a known regulator of inflammation (20), which is in line with our present results. To investigate the contribution of exosomes in the transfer of miR-155, we overexpressed miR155 in cardiomyocytes which led to the high miR-155 level of exosomes. When we cultivated these exosomes with macrophages, the level of miR-155 was increased in recipient cells. Our results are in agreement with previous studies reporting the exosome-mediated delivery of miR-155 (21).

The present results also provide evidence that that miR-155 activated the MAPK signaling pathway. It was previously reported that miR-155 was involved in the mediation of the MAPK signaling pathway (22). Moreover, miR-155 played a critical role in regulating inflammatory responses through the MAPK signaling pathway (23). Therefore, the present findings of intercorrelation between miR-155 and the MAPK signaling pathway in the regulation of inflammatory processes are consistent with a range of previous results in other systems.

### Limitations of the Study

We have shown that treatment with HCs-derived exosomes leads to inflammation in macrophages *via* miR-155 mediated MAPK signaling pathway. However, several limitations of this study must be noted. On the one hand, this *in vitro* study does not allow us to detect the inflammatory microenvironmental changes induced by HCs-derived exosomes in hypertrophic myocardium, and the assessment of the effects of HCs-derived exosomes on the pro-inflammatory response *in vivo* will be needed. On the other hand, the effect of the MAPK signaling pathway on the production of pro-inflammatory cytokines by immune cells should be explored through treatments with MAPK pathway inhibitors or activators.

## Conclusions

In conclusion, we indicated that exosomes derived from hypertrophic cardiomyocytes were able to activate the miR-155 mediated MAPK pathway, which ultimately induces inflammation in macrophages. The results of the present study may have the potential to provide significant improvements in the effectiveness of the diagnosis and treatment of cardiac hypertrophy.

## Data Availability Statement

The RNA-seq data has been uploaded to NCBI, with the assigned GEO accession number GSE158509.

## Ethics Statement

The animal study was reviewed and approved by Animal Use and Care Committee, Baotou Medical College.

## Author Contributions

HY, LQ, YP, and WB performed the experiments. HY and LQ planned the experiment and analyzed the data. ZW wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

The present study was supported by the National Natural Science Foundation of China (grant nos., 81760056, 82060084, and 81660048), the Natural Science Foundation of Inner Mongolia Autonomous Region of China (grant no., 2019MS08202).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Exosomes Derived From Hypertrophic Cardiomyocytes Induce Inflammation in Macrophages via miR-155 Mediated MAPK Pathway
**Source:** Front Immunol. 2021 Feb 3;11:606045. doi: 10.3389/fimmu.2020.606045
**Supplement:** Supplementary file 1

**Support Information**

**Exosomes derived from hypertrophic cardiomyocytes induce inflammation in macrophages via miR-155 mediated MAPK pathway**

Hui Yu, Lei Qin, Yunzhi Peng, Wenhui Bai, Zhanli Wang*

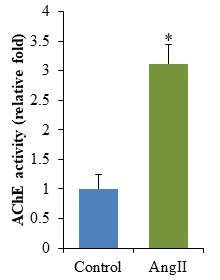

**Figure S1**. AChE activity of exosomes derived from control and Ang II-treated cardiomyocytes, respectively. *p<0.05, *vs* control group.

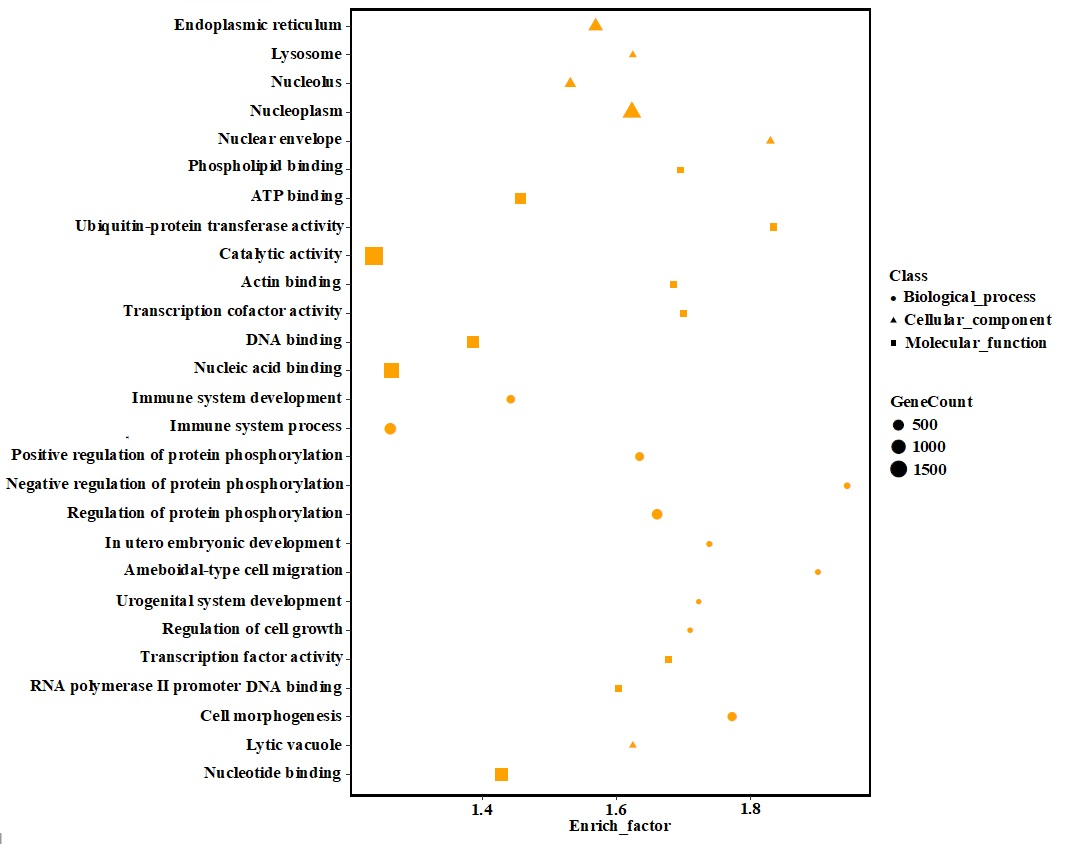

Figure S2. GO annotation for target genes of the differentially expressed miRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

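Small RNA was sequenced from exosomes of neonatal rat cardiomyocytes cultured for 48 h without Ang II (NC-Exo) or with 1 μmol/L Ang II (HC-Exo), after 24 h of serum starvation, with 1 library for each condition. The paper names an Illumina small RNA library kit and sequencer. Its statistics section names Student's t-test for comparisons between groups, which needs replicates and was not used here. Its text does not name the read trimming, the mapping tool, the reference, the normalization or a test for the sequencing in particular.
The authors deposited raw counts per mature miRNA, and these counts were the input of every test here. The authors also deposited normalized values, which are a signal of 12.1 per read in NC-Exo and 9.23 per read in HC-Exo and sum to 1239823 and 1228490. These sums are above 1000000, so the values are not RPM of the listed reads. In the authors' deposited comparison, a further signal named as a read count, printed in Table 1, is the count multiplied by 1.02 in NC-Exo and 0.976 in HC-Exo, the reciprocals of the TMM factors that edgeR gives for these counts. The log2 fold changes in the authors' deposited table differ from the log2 ratio of counts divided by library totals by at most 0.00076 in the 449 miRNAs with reads in both libraries. Of the 186 miRNAs with 0 reads in 1 library, 180 have a log2 fold change of 0 there. The authors deposited p-values and q-values without naming the test. They are used here for counting how many miRNAs pass a limit. The p-values printed in Table 1 are also compared with those of the exact binomial test.
From the counts, reads per 1000000 miRNA reads (RPM) were computed with the totals of 102608 reads in NC-Exo and 133155 in HC-Exo. Each of the 340 miRNAs with at least 10 reads over both libraries was compared by a two-sided exact binomial test given the sum of its reads, with Benjamini-Hochberg adjustment. A call needed an adjusted p-value under 0.05 and a log2 ratio of at least 1 in size. A library at or under 3 reads was set at 3 reads. Intervals are 95% exact (Clopper-Pearson) intervals and cover counting error only. No spread between cultures can be estimated from 1 library per condition, so no replicate was left out and no other splits of the samples exist.
Named miRNAs are those of Table 1, their other arms and cluster neighbours, the 5 most abundant of each library, and the 5 called miRNAs with the largest log2 ratio in each direction. Any other was named after its values were seen. Neighbours were taken from the RefSeq gene list of the rat assembly GRCr8, as miRNA genes within 25 kb of each other, and no coordinates are given because the authors' build is not named. Partner rows were compared with the Table 1 miRNA by Fisher's exact test, adjusted over the 20 comparisons. Lists of muscle, mesenchymal and blood miRNAs and of the Dlk1-Dio3 cluster were fixed before the data were examined, as were the design and the alternatives of scaling, filter, threshold, pseudocount and assumed spread, and each list's median was placed among 10000 random lists matched on mean expression. The alternatives were TMM and upper-quartile scaling and exact tests in edgeR 4.0.16, size factors of DESeq2 1.42.0, both in R 4.3.3, and the rest in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3.
The binomial test was tested on simulated data, 5 pairs of libraries with these totals in which 200 miRNAs were changed 4-fold and the true scaling was known. It recovered 458 of 522 changed miRNAs that could be tested, with 8 false calls among 1083 unchanged ones. On simulated data with a known coefficient of variation of 0.2, edgeR's exact test recovered 73 of 104 changed miRNAs by adjusted p-value alone. It gave 2 false calls among 245 unchanged ones. With 0.1 it recovered 87 of 116, with 3 false calls among 239, and with 0.4 only 20 of 117, with 1 among 220. Target prediction, qRT-PCR, ELISA and western blot data are not analysed here.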

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

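The scaling tests below were chosen after their results were seen, as was the test of a spread between cultures.
Of the 9 miRNAs called higher in HC-Exo, 5 are outside Table 1, and the paper does not report them. Their log2 ratios were 1.62 for miR-106b-3p, 1.35 for miR-199b-5p, 1.74 for miR-337-3p, 1.68 for miR-455-3p and 1.43 for miR-499-5p. The last of these is a muscle miRNA, and miR-199b-5p has counts of its own beside those of miR-199a-5p, but no sequences were used here, so reads shared between these rows were not tested. The authors' deposited table marks none of these as significant. A further 4 miRNAs outside Table 1 were called lower in HC-Exo. Their log2 ratios were -2.14 for miR-1843b-3p, -1.60 for miR-215-5p and -2.08 for miR-3968, and -2.11 as a limit for miR-335-3p by the floor of 3 reads. With 10 reads in NC-Exo and 2 in HC-Exo, counting error allowed log2 ratios from -5.93 to -0.47 for miR-335-3p, so this limit is no bound on the change.
Counting error alone for all 16 calls is argued against, since 100 simulated pairs of libraries with equal shares gave at most 0 calls. For each of these 9 miRNAs by itself it stays open. No miRNA was changed in that simulation, and these 9 were kept for their large log2 ratios at low counts. Library scaling as the whole cause of their log2 ratios is argued against, since 1 factor moves every miRNA alike and the 135 miRNAs with at least 100 reads had a median log2 ratio of 0.10, while these 9 miRNAs had ratios of at least 1.35 in size, in both directions. Whether a miRNA passes the thresholds does depend on the scaling. Of the 6 other scalings, 5 shifted each log2 ratio by -0.03 to -0.12. The authors' normalized values shifted it less, with 1.61 for miR-106b-3p against 1.62. Of the 5 miRNAs called higher, 3 (miR-337-3p, miR-455-3p and miR-499-5p) were lost under at least 1 of these scalings, with log2 ratios of 1.62, 1.56 and 1.31 under upper-quartile scaling. For the 4 called lower, these shifts go in the direction of the call and test nothing. A spread between separate cultures also stays open for all 9. With a coefficient of variation of 0.2 and no difference between the conditions, simulated pairs gave a median of 11 calls, and 12 of the 100 pairs gave at least the 16 calls observed over all miRNAs. With 0.1 the highest number was 6, and with 0.4 the lowest was 55. The effect of Ang II and a spread between cultures cannot be told apart, because there is 1 library per condition.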

How the results depend on the processing

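No paired analysis was possible because there is 1 library per condition, and for the same reason no replicate could be left out. The alternatives below were set before the data were examined, except where stated.
TMM scaling, DESeq2's size factors and the main scaling by totals gave 16 calls each, the same miRNAs. Scaling by the median log2 ratio and totals without the 10 most abundant miRNAs gave 14, and no filter on reads gave 14, 13 of them shared. Upper-quartile scaling, which shifted log2 ratios by -0.12, gave 12 calls, of which 5 were higher in HC-Exo (41.7% against 56.2% with the totals).
A filter of at least 10 reads in each library gave 8 calls, 2 of them lower, and at least 50 reads over both libraries gave 7, with 5 higher and 2 lower. Both filters leave out miR-155 and miR-30c-2-3p, so fewer miRNAs were tested, and 5 miRNAs of Table 1 were called under each. An unadjusted p-value under 0.05 with the log2 limit gave 32 calls, 22 of them higher, and an adjusted p-value under 0.05 without the log2 limit gave 76, 47 higher and 29 lower, since these limits are looser.
With an assumed biological coefficient of variation of 0.1, 0.2 or 0.4, edgeR's exact test gave 0 calls, 0 higher, 0 lower and 0 of Table 1, as it allows for a spread that the binomial test does not. At an unadjusted p-value under 0.05 with the log2 limit, these gave 28, 20 and 1. At 0.4 the test recovered 17.1% of simulated 4-fold changes, so its 0 calls say little. The simulations changed many miRNAs of any abundance, 116 of 355 tested at 0.1, which eases the adjustment, and recovery was counted without the log2 limit. Recovery of a few miRNAs with low counts was thus not measured at any assumed spread. The 0 calls at 0.1 and 0.2 therefore do not show that nothing changed. Chosen after the data were examined, a coefficient of 0.194 estimated from both libraries as 1 group gave 0 calls, which was close to fixed because this estimate holds the very difference under test, and an unadjusted p-value under 0.001 with the log2 limit gave 6, without miR-155.
Of 54 values for the miRNAs called higher under 6 other scalings, the authors' normalized values among them, 46 kept their side of the threshold. These scalings all shift log2 ratios down and so test nothing for the miRNAs called lower. Of 32 values for all called miRNAs under the 2 pseudocounts, 31 kept their side. The rank of miR-155 in HC-Exo was 6 under the authors' normalized values, which tests nothing because they multiply all counts of a library alike. It was 4 for the sum of both miR-155 rows, chosen after the data were examined. The rank of miR-155 by log2 ratio was 1 under each scaling, which was also fixed, since a scaling shifts all log2 ratios alike. With pseudocounts, which could change this rank, it was 1 at 0.5 reads and 2 at 5 reads. Taking the row named miR-155-5p in place of miR-155, also chosen afterwards, reversed the log2 ratio to -0.84. The number of miRNAs detected was 635, or 449 with reads in both libraries and 340 with at least 10 reads over both. Of 12 list medians under alternatives, 2 moved beyond counting error.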

Differences from the paper's values

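The paper reports 7 differentially expressed miRNAs, 4 higher and 3 lower in HC-Exo. Here 16 were called, 9 higher and 7 lower. Of the alternatives set before the data were examined, at least 50 reads over both libraries gave 7 calls (5 higher, 2 lower) and at least 10 reads in each library gave 8 (6 higher, 2 lower), which are within 1.5 times the paper's counts. These calls hold 5 of the 7 miRNAs of Table 1, without miR-155. Upper-quartile scaling came within that range only for the miRNAs higher in HC-Exo, with 5. The other alternatives did not close the gap. An unadjusted p-value under 0.001 with the log2 limit, chosen after the values were seen, gave 6 calls, 3 higher and 3 lower. The paper gives p<0.05 as its limit. In the authors' deposited table, 46 miRNAs have a p-value under 0.05 and a log2 fold change of at least 1 in size, and 7 have a p-value under 0.001 with it, the 7 marked as significant. With a q-value under 0.05 and that log2 limit, 29 pass there, against the 16 called here by adjusted p-value.
The paper's p-values in Table 1 are lower than those of the exact binomial test for all 7 miRNAs, by more than 1.5 times for the 4 upregulated ones. These are 0.000707545 in the paper and 0.00172 here for miR-155, 0.000016341 and 3.45e-05 for miR-206-3p, 0.000342907 and 0.000548 for miR-199a-5p, and 0.000107917 and 0.000171 for miR-494-3p. These gaps were not closed by any of the scalings set before the data were examined, nor by edgeR's exact test with an assumed coefficient of variation of 0.1, 0.2 or 0.4. The log2 ratios of the 7 miRNAs come from the same reads as the paper's, so counting error is no measure of their differences. For miR-30c-2-3p the log2 ratio was -2.49 here and -3.08 in the paper, because its 2 reads in HC-Exo were set at 3. Without this floor, the ratios of counts over totals differed from the authors' log2 fold changes by at most 0.00076 where both libraries had reads.
The ratio of miR-155 in HC-Exo over NC-Exo was 3.72 by sequencing (95% interval from the exact binomial share 1.52 to 11.0), against the paper's qRT-PCR value of about 1.6 in Fig. 4, read by eye, which lies within that counting error. A pseudocount of 5 reads gave 2.38, within 1.5 times the paper's value, and the other alternatives set before the data were examined did not. A pseudocount pulls any ratio towards 1, so this explains nothing. The paper scaled its qRT-PCR to U6 snRNA, while the sequencing ratio compares shares of miRNA reads, so the 2 measures are unlike for both miRNAs of Fig. 4. The sum of the rows named miR-155 and miR-155-5p, chosen after the values were seen, gave 1.68. For miR-212-3p the ratio of 0.468 was within 1.5 times the value in Fig. 4.
The paper states that miR-155 had the highest level of the Table 1 miRNAs in HC-Exo. By reads it ranked 6 of 7 there, and it ranked 1 of 7 by log2 ratio. The paper calls the whole set of 635 miRNAs differentially expressed. Here 635 is the number of miRNAs with at least 1 read in either library.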

Other observations

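The tests in this part were chosen after the counts were seen, apart from the lists.
The count table holds 2 rows for miR-155. The row named miR-155, which is the one in Table 1, rose from 6 to 29 reads, and the row named miR-155-5p went from 11 to 8. Fisher's exact test of these reads gave p = 0.00471. The pair was chosen after its values were seen and holds a miRNA picked for its large change, so counting error between the rows stays open. The same reads counted under both names, which would give equal counts as miR-199a-3p and miR-199b-3p have, are argued against, because the rows differ by 21 reads in HC-Exo. Of the 72 names without an arm, 2 also occur with one, miR-155 and miR-466f. No sequences were used here, so which reads each row counts stays open, and no biological explanation was tested.
The row named miR-155 is also the only one out of alphabetical order. Of 634 neighbouring pairs of rows in the count table, 1 is out of order, and the row stands at place 393, between miR-450a-1-3p and miR-450b-3p, while miR-155-5p stands at place 106. The normalized table has the same order. A table that was not kept in order is argued against by this 1 pair. With the row left out, 0 pairs are out of order, so a candidate explanation is that the name of the row was changed after the table was ordered. This cannot be told apart from a row that was placed there under its own name, since no earlier copy of the table was used here. No biological explanation was tested.
Neighbouring miRNAs did not always move together. While miR-212-3p was lower in HC-Exo, its neighbour miR-132-3p had a log2 ratio of 0.42, and Fisher's exact test of the pair gave an adjusted p of 0.00242. For let-7f-1-3p and its neighbour let-7a-1-3p, Fisher's exact test gave an adjusted p of 0.0245. Both were lower in HC-Exo, let-7a-1-3p with a log2 ratio of -0.30, so they differed in size and not in direction. The row let-7a-1-3p has the same counts as let-7c-2-3p, 230 and 243 reads, so which gene its reads come from stays open. Of 20 partner rows compared, 15 had an adjusted p under 0.05, among them let-7f-2-3p, which is neither another arm nor a neighbour of let-7f-1-3p. The compared miRNAs of Table 1 were picked for large changes in the same libraries, which by itself widens such differences, so counting error alone stays open for these 2 pairs. It is argued against for miR-199a-5p and its neighbour miR-214-3p, which differed between the libraries in opposite directions after adjustment over all 340 tested miRNAs (exact binomial test, adjusted p = 0.00466 and 2.91e-16, log2 ratios 1.26 and -0.49) and from each other (Fisher's exact test, adjusted p = 2.83e-05). The pair of miR-30c-2-3p, lower in HC-Exo, and its neighbour miR-30a-3p, with a log2 ratio of 0.43, passed the same limits. The exact binomial test gave adjusted p = 0.00698 and 0.0329, and Fisher's exact test of the pair gave adjusted p = 0.00126. Because miR-30c-2-3p had only 2 reads in HC-Exo, under the floor of 3 reads, no conclusion is drawn from this pair. An effect of Ang II on the processing or export of single miRNAs and a spread between cultures stay open, as untested.
The muscle list had a median log2 ratio of 0.76 over 8 tested miRNAs, 7 of them higher in HC-Exo, at percentile 99.9 of the matched random lists. Of its members 1 was called over all tested miRNAs and 2 when adjusted over the list alone. The median rests on 4 members with under 50 reads, all higher in HC-Exo, and was 0.23 without them. The mesenchymal list had a median of 0.24 over 10 miRNAs (percentile 90.6), the blood list 0.04 over 7 (percentile 38.4) and the Dlk1-Dio3 list 0.08 over 38 (percentile 37.4), and adjusted over the list alone these had 1, 0 and 0 calls, against 0, 0 and 1 (miR-337-3p) over all tested miRNAs. None of these lists holds a miRNA of Table 1, so the medians and calls leave out any Table 1 miRNA that belongs to the same group. These libraries hold reads of 9 of the 9 muscle, 10 of the 10 mesenchymal, 9 of the 12 blood and 50 of the 56 Dlk1-Dio3 members.
Of the 635 names, 181 (28.5%) have a family number without a rat miRNA gene among the 466 in the RefSeq list used. They hold 5.52% of the reads in NC-Exo and 5.46% in HC-Exo. The list can be incomplete. All 7 miRNAs of Table 1 have a gene in this list by their number, whereas miR-335-3p and miR-3968, called lower in HC-Exo, have none there. Absence from the list does not show that the rat lacks the gene. The name miR-335-5p, with the same number as miR-335-3p, had 1794 reads in NC-Exo and 2701 in HC-Exo.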
